A study of Mus musculus with 4 samples.

How the data were processed

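Single-cell RNA was measured in pancreas cells of 4 mice that had been given caerulein, a peptide that causes pancreatitis, for 2 weeks (2 mice) or 4 weeks (2 mice). Per the labels, acinar cells had been marked with the fluorescent protein EYFP through an inducible Cre before injury, EYFP-positive cells were purified by cell sorting, and libraries were made with 10x Genomics 3' chemistry and sequenced on a NovaSeq instrument. Values deposited by the authors were raw UMI counts per gene and cell, with no normalization, in a merged table of 21140 cells and 32288 features, in a table of 13362 EYFP-positive cells and in a table of 2586 tuft and enteroendocrine cells. Summed absolute differences between each smaller table and the same cells of the merged table were 0. The authors' quality filter is stated only as having been applied, and in the deposited counts the smallest cell had 1000 UMIs and the largest mitochondrial share was 6.00%. Cell type names for 8 types and 9 tuft and enteroendocrine subtypes were deposited by the authors; how they were assigned, the aligner, the genome build and the gene annotation are not stated, so no coordinates are given. Genes are named by the symbols in the tables.

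Cells were assigned to mice through the sample name that ends each cell name. Counts were summed per mouse and deposited cell type. Time points were compared within each type that had at least 20 cells in each of the 4 mice, with edgeR 4.0.16 (quasi-likelihood test, robust, TMM normalization, filterByExpr) under R 4.3.3, and Benjamini-Hochberg adjustment within each type at 0.05. Progenitor cells of the tuft and enteroendocrine lineage were not tested, since 1 mouse had 10 of them. Fold changes are 4 weeks over 2 weeks on the log2 scale. The mouse is the unit of replication, with n = 2 per time point. The difference of time effects between acinar cells and the most numerous other type, MucinDuctal, was tested as an interaction with mouse as a block. Gene lists were tested with limma 3.58.1 (camera, inter-gene correlation 0.01), two-sided, adjusted over all lists and types, and lists with under 3 genes tested were left out. The lists are acinar enzymes, acinar transcription factors, ductal, SPEM (spasmolytic polypeptide-expressing metaplasia, a mucous neck-type gastric program), gastric pit-type, tuft, enteroendocrine, hormones, proliferation, ER stress, immediate early (dissociation), interferon and MHC, Reg family and sex-linked genes, 14 in all, of which 13 were tested over time. The tests, lists, alternatives and rule for naming genes were fixed before the data were examined. Genes of the lists may be named, and for each type up to 3 genes per direction past the threshold with a mean of at least 10 CPM and both mice of one time point beyond both of the other. Where none passed, the gene with the smallest p was named.

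Shares of cell types were counted per mouse with 95% exact (Clopper-Pearson) binomial intervals, which cover counting error only. They were compared between time points with a two-sided exact permutation test of the mice. Its smallest possible p with 2 against 2 mice is 0.333, so no share could pass the threshold. Levels of lists are CPM (counts scaled by the total UMIs of the mouse and type), given as mean and SD over mice, and log2 ratios to acinar cells were taken within each mouse. No p was computed between types, since the types had been defined on the same counts.

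The 7778 cells without a deposited type were clustered with scanpy 1.11.5 (2000 variable genes, 30 principal components, 15 neighbours, Leiden resolution 0.6). A cluster was named where at least 3 fixed markers of a class were found in at least 20% of its cells at a log2 fold of at least 1. At least 1 of these markers also had to be among the top 10 genes by fold. That last condition was added after the clusters had been seen, and left 12 clusters with 2108 cells unnamed (535 and 378 at 2 weeks, 585 and 610 at 4 weeks). Named classes are not compared in size between time points.

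Scrublet was run per mouse and called 32 of 21140 cells (0.151%), too few to count as having worked, so no cell was removed as a doublet. In its place the cells with the highest scores, at 0.8% per 1000 cells, were left out as an alternative chosen after the data had been seen. This took out 905 cells, 480 of them with a deposited type. To compare cells of unequal depth, each cell was thinned to 1500 UMIs in 20 random draws, a comparison added after the data had been seen.

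The fits were tested on simulated counts with 200 genes changed 4-fold, drawn from the means and totals of the 4 mice. Genes of a type shared the same dispersion, 0.0682 in Acinar and 0.0609 in MucinDuctal cells. Spread that differs between genes was not simulated. The numbers recovered therefore do not show how often genes that vary more between mice would be found in the real counts. In simulated Acinar cells 174 of 200 were recovered with 13 false calls among 12436 genes. In simulated MucinDuctal cells 179 of 200 were recovered with 8 false calls among 13580 genes. For the interaction 86 of 200 were recovered with 3 false calls among 14164 genes.

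Total UMIs per mouse ranged from 72459531 to 103610807. The other alternatives were DESeq2 1.42.0, its size factors in edgeR, no filter or at least 10 counts in every mouse, acinar enzymes or sex-linked genes left out, counts thinned to equal totals, a fit that was not robust, other denominators, cells under 2000 UMIs left out, edgeR on cell counts, fry and camera with an estimated correlation, and leaving out each mouse in turn. Raw reads were not analysed here.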

Results

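The data collected were single-cell transcriptomes of sorted EYFP-positive pancreas cells from mice in which acinar cells, the enzyme-secreting cells of the pancreas, had been marked before injury. The series follows what marked acinar cells become during repeated caerulein injury, after 2 weeks in 2 mice and after 4 weeks in 2 mice. The mice were 10 weeks old when injury began. The 2-week mice gave 4715 and 5268 cells with 95256541 and 103610807 UMIs. The 4-week mice gave 4902 and 6255 cells with 72459531 and 93415965 UMIs. Deposited cell types covered 2984 and 3590 cells at 2 weeks and 2814 and 3974 cells at 4 weeks. The median UMI count of these cells, over all types, was 20807 and 20586 at 2 weeks and lower at 4 weeks, at 15067 and 13464. The direction differed between types. In Acinar cells the median was 26482 and 24008 at 2 weeks and higher at 4 weeks, at 27905.5 and 32664.5. In MucinDuctal cells it was 19304 and 21810 at 2 weeks and lower at 4 weeks, at 15110 and 15305. All 13362 cells with a type held at least 1 EYFP UMI.

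The first question was which programs the deposited cell types carry. Acinar enzymes took 522188 ± 43608 CPM in Acinar cells (SD, n = 4 mice), 239860 ± 21401 in Acinar/MucinDuctal cells and 23777 ± 7184 in MucinDuctal cells. In B cell-like cells without a deposited type, which do not make enzymes, the same list took 40990 ± 20476 CPM at a median of 3309 UMIs per cell. Enzymes in MucinDuctal cells (median 17998 UMIs) lay below that background in 3 mice and above it in 2-week mouse 2 (13865 against 11026 CPM), and in Tuft cells (13059 ± 5195 CPM) below it in 4 of 4 mice. In UMIs per cell the order was the opposite, with a median of 400, 121, 296 and 198 enzyme UMIs in MucinDuctal cells and 196, 64, 69 and 120 in Tuft cells, against 138, 41, 36 and 83 in B cell-like cells. Whether these enzyme counts are background was therefore not decided. The SPEM list took 4321 ± 1020 CPM in Acinar cells, 51711 ± 20034 in Acinar/MucinDuctal cells and 102776 ± 38877 in MucinDuctal cells, against 2615 ± 1421 in B cell-like cells. Relative to acinar cells of the same mouse, the SPEM list was higher by 3.50 ± 0.98 on the log2 scale in Acinar/MucinDuctal cells and by 4.50 ± 0.99 in MucinDuctal cells, in 4 of 4 mice each. Leaving the enzymes out of the library size moved this family most, to 3.46 for SPEM in MucinDuctal cells. The ductal list was higher by 2.74 ± 0.48 in Acinar/MucinDuctal and 3.69 ± 0.40 in MucinDuctal cells, and the gastric pit-type list by 3.34 ± 0.87 and 4.50 ± 0.80, each in 4 of 4 mice. The tuft list reached 10066 ± 595 CPM in Tuft cells and the enteroendocrine list 9114 ± 1394 CPM in EEC (enteroendocrine) cells.

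**Figure D1:**
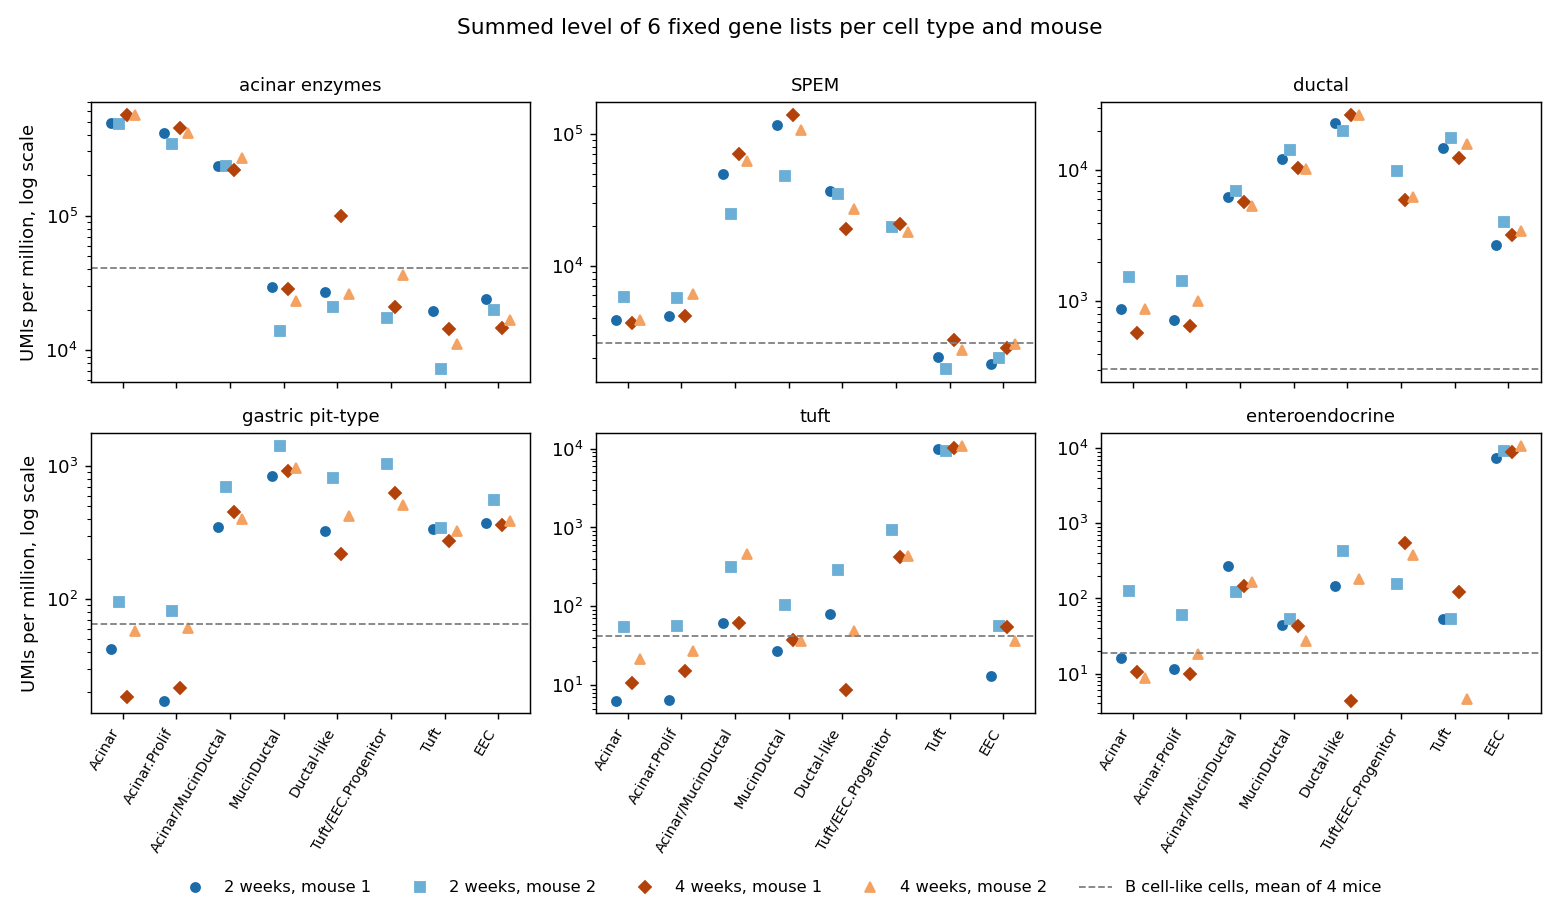
Summed CPM (log scale) of 6 fixed gene lists in each deposited cell type, 1 point per mouse, with the mean of B cell-like cells as a dashed line. SPEM points of Acinar/MucinDuctal and MucinDuctal cells lie above those of Acinar cells in 4 of 4 mice.

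Cells of the Acinar/MucinDuctal type held few UMIs in 3 of 4 mice. Their median was 3387 and 19556 UMIs in the 2-week mice and 2659 and 3555 in the 4-week mice, against 24008 to 32665 in Acinar cells. With each cell thinned to 1500 UMIs, the median number of enzyme UMIs was 266.8 and 205.8 at 2 weeks and 292.0 and 350.3 at 4 weeks, and the median number of SPEM UMIs was 36.7, 27.3, 60.3 and 54.5 in the same order. Thinned Acinar cells held a median of 691, 679, 800.4 and 804 enzyme UMIs and 6.0, 8.0, 6.0 and 5.65 SPEM UMIs. Thinned MucinDuctal cells held a median of 32.6, 8.33, 31.8 and 21.4 enzyme UMIs and 135, 46.2, 142 and 115 SPEM UMIs. Thinned T, NK and B cell-like cells, as background, held a median of 61.0, 16.7, 16.6 and 49.5 enzyme UMIs and 1.05, 2.0, 3.0 and 5.05 SPEM UMIs. Thinning left out 37, 21, 78 and 141 Acinar/MucinDuctal cells. The unthinned medians of Acinar/MucinDuctal cells were 668, 2097, 519 and 703.5 enzyme UMIs and 107, 348, 132 and 140 SPEM UMIs.

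**Figure D2:**
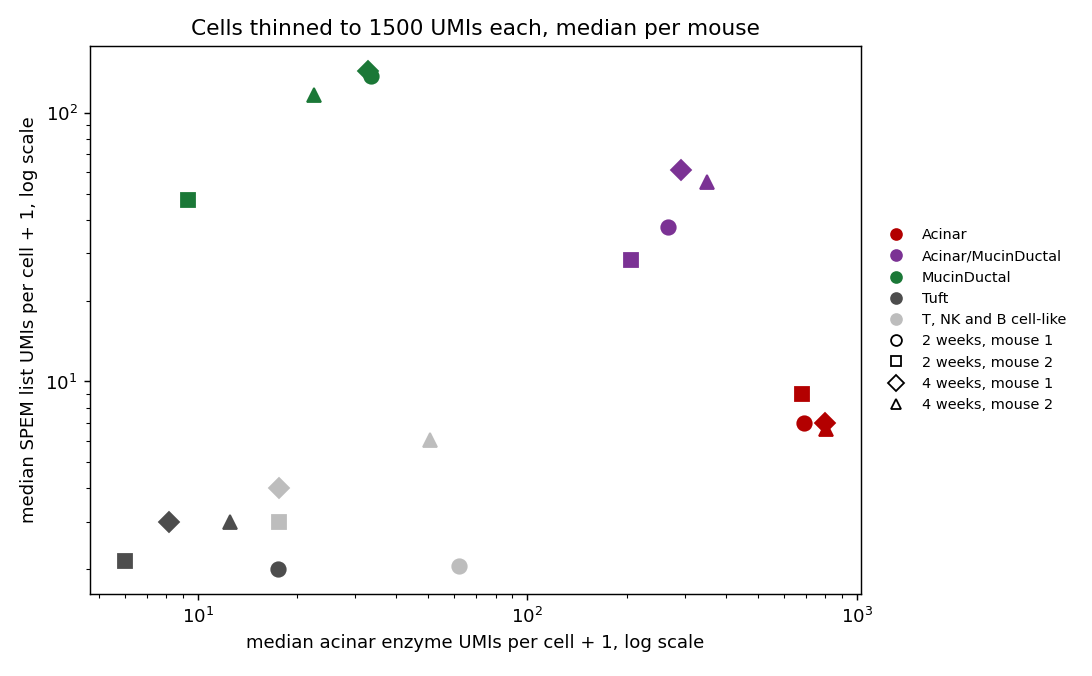
Median acinar enzyme UMIs against median SPEM UMIs per cell, both plus 1 and on log scales, after thinning each cell to 1500 UMIs, 1 point per mouse and cell type (mean over 20 draws). Acinar/MucinDuctal cells lie between Acinar and MucinDuctal cells on both axes in each of the 4 mice.

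Subtypes of tuft and enteroendocrine cells were described by their hormone and tuft genes (mean CPM ± SD, n = 4 mice unless stated). Sst reached 83254 ± 18100 in Delta cells, Ghrl 173763 ± 98603 in Epsilon cells, and Ppy 78230 ± 42592 and Pyy 117805 ± 13962 in Ppy+ cells. Neurog3 reached 2411 ± 154 in EEC-Progenitor cells and 124 ± 42.4 in Epsilon cells. ECL cells (enterochromaffin-like) held Tac1 at 607 ± 268, Gip at 9072 ± 9385 and Gast at 4858 ± 7355, and the last pair varied between mice by more than their means. Tuft-1 cells, with 20 or more cells in only 2 mice, held Gnat3 at 1620 ± 48.6 (n = 2), against 343 ± 73.2 in Tuft-2 and 138 ± 42.2 in Tuft-3 cells. Dclk1 was 546 ± 128 in Tuft-1 (n = 2), 1519 ± 122 in Tuft-2 and 1795 ± 183 in Tuft-3 cells, and Trpm5 was 232 ± 13.2, 503 ± 46.8 and 1052 ± 118.

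The next question was whether the make-up of the marked cells changed with longer injury. Acinar cells made up 49.0% (95% exact binomial interval 47.2 to 50.8) and 16.2% (15.05 to 17.5) of typed cells in the 2-week mice, and 27.1% (25.4 to 28.8) and 22.4% (21.2 to 23.8) in the 4-week mice. The 4-week mice lay between the 2-week mice. The same held for Acinar.Prolif (proliferating acinar), MucinDuctal, Tuft/EEC.Progenitor and Tuft cells. Tuft cells were 2.78% (2.22 to 3.44) and 18.5% (17.3 to 19.8) at 2 weeks, and 7.53% (6.59 to 8.57) and 8.05% (7.22 to 8.94) at 4 weeks. Acinar/MucinDuctal cells were 9.12% ± 1.36 (SD, n = 2) at 2 weeks and 18.9% ± 9.24 at 4 weeks. Per mouse their share was 10.1% and 8.16% at 2 weeks and 12.4% and 25.5% at 4 weeks. The size of that difference therefore rests largely on 4-week mouse 2. Of Acinar/MucinDuctal cells, 49.9% held exactly 1 EYFP UMI, against 15.6% of Acinar and 4.12% of MucinDuctal cells. Since every typed cell held an EYFP UMI, the share of so shallow a type also depends on that limit. Among B cell-like cells without a type, 7.41% held an EYFP UMI too. The larger mucin/ductal-like cluster without a type (median 1675.5 UMIs) also came mostly from 4-week mouse 2 (666 of 1022 cells). Ductal-like cells were 1.42% ± 0.203 and 0.685% ± 0.186. In Acinar/MucinDuctal and Ductal-like cells both 4-week mice lay on one side of both 2-week mice (two-sided exact permutation p 0.333, the smallest possible). EEC cells were 9.42% ± 0.815 and 8.89% ± 2.25 (exact p 1). The adjusted p was 1 for each of the 8 types. Without 2-week mouse 1 the difference for Acinar cells became 8.52 percentage points in place of -7.84.

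**Figure D3:**
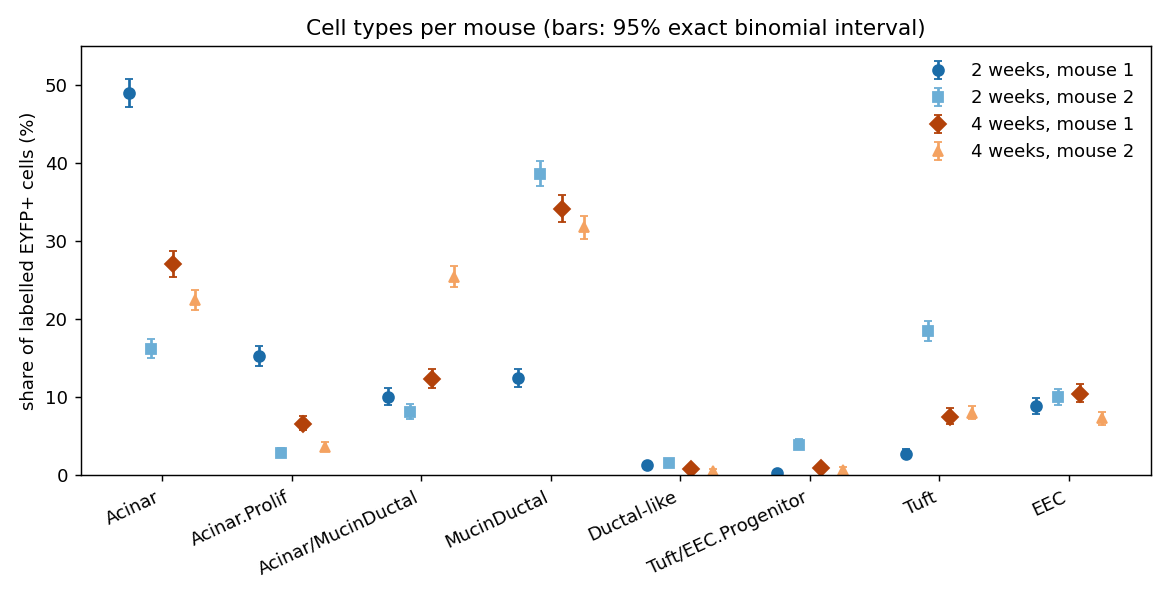
Share of each deposited cell type among typed cells (%), 1 point per mouse with its 95% exact binomial interval. The 2-week mice lie on both sides of the 4-week mice for Acinar cells (49.0% and 16.2% against 27.1% and 22.4%).

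Of 1280 Tuft cells, 106 (8.28%) had no deposited subtype and are not in the subtype shares. Among tuft cells with a subtype, Tuft-3 made up 38.3% ± 12.7 at 2 weeks and 59.7% ± 3.91 at 4 weeks (n = 2 each), and Tuft-2 made up 44.1% ± 0.655 and 32.5% ± 2.26, each with an exact p of 0.333. Delta cells were 12.9% ± 1.79 and 9.96% ± 0.509 of enteroendocrine cells (exact p 0.333). Tuft-1 cells were 17.5% ± 13.3 and 7.80% ± 1.65 (exact p 0.667). For the other 5 subtypes the exact p was 1, and the adjusted p was 1 for all 9.

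Genes were then compared between time points within each type (edgeR, adjusted p under 0.05). Calls numbered 0 in Acinar cells (344 of 12343 genes at an unadjusted p under 0.05, 17 calls by DESeq2), 0 in Acinar/MucinDuctal cells (397 of 11620, 21 by DESeq2) and 0 in MucinDuctal cells (726 of 13463, 45 by DESeq2). They numbered 0 in Ductal-like cells (461 of 8748, 1 by DESeq2), 0 in Tuft cells (739 of 10967, 30 by DESeq2) and 0 in EEC cells (478 of 11869, 14 by DESeq2). In Acinar.Prolif cells 1 of 10046 genes was called (246 at an unadjusted p under 0.05, 2 by DESeq2). Removing the gene filter moved the count most in Acinar cells (286 calls) and Acinar/MucinDuctal cells (128 calls). In the other 5 types leaving out 2-week mouse 1 moved it most, to 143 calls in Acinar.Prolif, 191 in MucinDuctal, 230 in Ductal-like, 273 in Tuft and 366 in EEC cells. The counts also depended on single mice, with 85 calls in Acinar cells without 2-week mouse 1, 129 without 2-week mouse 2, and 13 and 14 without either 4-week mouse. The called gene was Atf3, an immediate early gene, whose level fell by 2.39 (SE 0.247, edgeR adjusted p 0.0144), from 22.7 and 24.1 CPM at 2 weeks to 3.32 and 4.595 CPM at 4 weeks. In cells without a type it was lower too (112 and 191 CPM at 2 weeks, 82.1 and 44.8 CPM at 4 weeks). Handling of the whole sample therefore stays open as a source. By edgeR, Atf3 was lower at 4 weeks in 3 of 7 types at an unadjusted p under 0.001. It was not called by a fit that was not robust (adjusted p 0.0939), and over all alternatives its adjusted p ranged from 4.86e-18 to 0.0939.

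The genes with the smallest p in the other types did not pass by edgeR, but 5 of the 6 passed by DESeq2 and 6 of 6 with no gene filter. 4930481A15Rik rose by 3.11 (SE 0.281, edgeR adjusted p 0.0639) in Acinar cells, from 0.838 and 1.498 to 7.35 and 6.70 CPM. It passed under 9 alternatives, those that left out 1 mouse included, and its adjusted p ranged from 2.19e-19 to 0.167. C1qb rose by 2.51 (adjusted p 0.0583) in Acinar/MucinDuctal cells, from 9.71 and 9.29 to 45.4 and 55.4 CPM, where its UMIs per cell were 0.113 and 0.276 against 0.324 and 0.359. The others were Adam28 in MucinDuctal cells (1.75, adjusted p 0.824), Rtn1 in Ductal-like cells (1.92, adjusted p 0.264), Serpini1 in Tuft cells (-1.44, adjusted p 0.0816) and Dmbt1 in EEC cells (-1.41, adjusted p 0.147), each with both 4-week mice beyond both 2-week mice. Among genes of the fixed lists, the count adjusted over the list alone was 0 of 127 in Acinar, 1 of 110 in Acinar.Prolif (Atf3), 5 of 129 in Acinar/MucinDuctal (Atf3, Reg3d, Fosb, H2-Aa and Cd74), 0 of 129 in MucinDuctal, 1 of 104 in Ductal-like (Neurod1), 1 of 114 in Tuft (Tff2) and 6 of 115 in EEC cells (Rbpjl, Reg1, Ppy, Rnase1, Clu and Tff2). Over all genes edgeR called only Atf3 in Acinar.Prolif cells among them.

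Of 89 pairs of list and cell type, 36 passed by camera with its preset correlation, and 0 passed by fry or by camera with an estimated correlation, where the smallest adjusted p was 0.619 and 0.650. With the preset correlation, camera sets the genes of a list against the other genes and takes genes as nearly independent. The camera p given below therefore do not measure the spread between mice. The Reg family was lower at 4 weeks in 6 of 7 types, with a mean log2 change of -1.42 in EEC cells (camera adjusted p 3.22e-15) and -1.08 in MucinDuctal cells (1.94e-07). The summed level of the list separated the time points in 3 of these types, Acinar/MucinDuctal, MucinDuctal and EEC cells. It did not in Acinar cells (mean change -0.48, with 72506 and 93430 against 85083 and 67704 CPM) or Acinar.Prolif cells. Nor did it in Tuft cells, where the mean sum was 1749 CPM at 2 weeks and 1836 CPM at 4 weeks. In EEC cells the Reg list held 3310, 4529, 1745 and 1590 CPM, against 7346, 2055, 5561 and 4522 in B cell-like cells. In mean UMIs per cell these were 50.8, 63.9, 22.5 and 19.6 against 27.9, 9.33, 21.2 and 14.1. The 4-week level in EEC cells was thus near that background in UMIs per cell. The immediate early list was lower in 6 of 7 types, with a mean change of -1.55 in Acinar cells (1.12e-21), where 2-week mouse 2 held 1370 CPM against 478, 214 and 260 in the others. Without 2-week mouse 2 the change turned positive in MucinDuctal (0.043), Ductal-like (0.17) and EEC cells (0.14). Acinar enzymes were higher in 3 types, Acinar cells included (0.66, 3.16e-12), and lower in 1. The SPEM list was higher in Tuft (0.74, 3.17e-04) and EEC cells (0.35, 0.0179), and lower in Ductal-like cells. In Tuft cells the list was near the level of B cell-like cells in CPM but above it in mean UMIs per cell (42.1, 33.1, 43.3 and 37.3 against 4.64, 8.12, 11.6 and 13.8), and these did not separate the time points. In EEC cells the mean UMIs per cell did separate them (27.5 and 28.3 at 2 weeks, 30.5 and 31.6 at 4 weeks). Hormones were higher in 2 types and the tuft list in 1. Acinar transcription factors, the enteroendocrine list and proliferation were each lower in 2 types. Interferon and MHC genes were higher in 1 type and lower in 3. Their summed level did not separate the time points in any tested type, and was highest in 2-week mouse 1 in each. In MucinDuctal cells that mouse held 2344 CPM, against 717 in 2-week mouse 2 and 1261 and 1407 at 4 weeks. The pit-type and ER stress lists were each higher in 1 and lower in 1. The ductal list passed in 0 of 7 types (smallest adjusted p 0.0730). Signs of median, mean and test differed in 0 of the 36 pairs and in 7 of the others.

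Whether the effect of time differed between Acinar and MucinDuctal cells was tested as an interaction. It gave 0 calls among 14098 genes by edgeR (430 at an unadjusted p under 0.05) and 0 by DESeq2 (192 at an unadjusted p under 0.05). The smallest adjusted p was 0.549 by edgeR, for Tff3, and 0.0680 by DESeq2. Without 2-week mouse 1 it gave 970 calls, without 2-week mouse 2 it gave 92, and without either 4-week mouse 2 and 5.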

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

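The tests of EYFP UMIs against free RNA were chosen only after the result was seen, as was the rule that turned the doublet comparison into a verdict; the doublet comparison in the enteroendocrine or islet-like cluster was itself planned before its result was seen, and those in the other clusters were not.

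Cells without a deposited type stand outside the comparisons of the report. Of these, 612 of 7778 (7.87%) held an EYFP UMI. In 6 immune and stromal classes EYFP lay between 13.04 and 29.7 CPM. These 6 classes were chosen after the values had been seen. They leave out neutrophil-like cells (44.4 CPM, from 2 positive cells of 20) and pericyte-like cells, which are described below with the clusters of higher level. Other clusters lay below that range. EYFP UMIs numbered 0 in 286 cells of an unnamed cluster with a median of 7144 UMIs and 0 in the 619 cells of another, and EYFP was 1.88 CPM in the larger acinar-like and 5.59 CPM in the larger mucin/ductal-like cluster. Free RNA from marked cells cannot be told apart from other sources of this EYFP. The typed cells all hold an EYFP UMI, so neither their level nor that of epithelial cells left without a type is a fair comparison, and the classes themselves differed (29.7 CPM in mesothelial-like against 13.04 CPM in fibroblast-like cells). No biological explanation was tested for it.

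Besides the neutrophil-like cells, EYFP lay above that range in 7 clusters. It was 256 CPM in an enteroendocrine or islet-like cluster (97 of 280 cells positive), 114 CPM in one of the mucin/ductal-like clusters (50 of 266) and 156 CPM in a pericyte-like cluster (7 of 27, with 24 of the 27 cells from 2-week mouse 2). Clusters were picked for lying above that range, so their level, 114 CPM in the lowest of these 3, cannot by itself exclude free RNA. Per positive cell they held 10.2, 6.14 and 6.14 EYFP UMIs in that order, against 1 to 2 in clusters of the 6 classes. At least 5 EYFP UMIs were found in 66 of 97, 18 of 50 and 6 of 7 positive cells. In the enteroendocrine or islet-like and mucin/ductal-like clusters, this argues against free RNA at the level of those classes as the only source. The pericyte-like cells came mostly from 1 mouse, so free RNA stays open there. In the enteroendocrine or islet-like cluster 35.1% of EYFP-positive cells had high doublet scores, against 6.56% of negative cells (Fisher's exact test, p 3.17e-09, over cells and not mice), and their median was 28197 against 3172 UMIs. Doublets with a marked cell may therefore account for part of the EYFP there. The 97 positive cells included only 34 with high scores, so unmarked and marked endocrine cells in one cluster stay open. High scores were also more frequent in positive cells of the mucin/ductal-like cluster (12.0% against 1.39%, exact p 0.00179) and of the pericyte-like cluster (42.9% against 5.00%, exact p 0.0419).

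The remaining clusters were a tuft-like one at 62.4 CPM, an acinar-like one at 81.6 CPM and a pair of unnamed ones at 218 and 180 CPM. The acinar-like cluster came wholly from 4-week mouse 2 (30 of 30 cells), and so did 37 of 39 and 68 of 68 cells of the unnamed ones. In these 3, 0 cells had high doublet scores. The top genes of the unnamed clusters, named here after their values were seen, included Prss1 with Cd209f and Ccl8 in one and with Gpnmb and Mmp12 in the other. In the tuft-like cluster 4 of the 10 positive cells and 15.9% of negative cells had high scores (exact p 0.0779). No further explanation was tested for these 4 clusters, and since 3 of them rest on 1 mouse, no difference between time points can be read from them.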

How the results depend on the processing

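Leaving out the highest doublet scores was chosen only after the result was seen; the other alternatives were planned. The planned removal of Scrublet's calls was not run, since it called too few cells. No paired analysis was possible because the time points hold different mice.

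Counts of called genes depended on the tool and the filter, in the order Acinar, Acinar.Prolif, Acinar/MucinDuctal, MucinDuctal, Ductal-like, Tuft and EEC. DESeq2 gave 17, 2, 21, 45, 1, 30 and 14. With no filter edgeR gave 286, 51, 128, 6, 81, 266 and 74, of which 239, 40, 110, 6, 65, 242 and 71 were among genes that the filter had kept. At least 10 counts in every mouse gave 2 in Acinar and 8 in Acinar/MucinDuctal cells. Leaving out the highest doublet scores gave 2 in Acinar and 1 in Tuft cells. Thinning to equal totals gave 1 in Acinar, 7 in Acinar/MucinDuctal, 1 in Ductal-like, 7 in Tuft and 1 in EEC cells. A fit that was not robust gave 0 in Acinar.Prolif cells. The cause was not tested. Size factors and leaving out enzymes or sex-linked genes left these counts the same.

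With 1 mouse left out, the lone mouse is assumed to vary like the other group. Calls then ranged from 13 to 129 in Acinar, 5 to 143 in Acinar.Prolif, 0 to 122 in Acinar/MucinDuctal, 0 to 191 in MucinDuctal, 0 to 230 in Ductal-like, 5 to 273 in Tuft and 0 to 366 in EEC cells. They ranged from 2 to 970 for the interaction and from 36 to 60 for pairs of list and type (36 with all mice). In each type and for the interaction, calls were more numerous without either 2-week mouse than without either 4-week mouse, and leaving out a 2-week mouse removes the spread between the 2-week mice by construction. Camera with an estimated correlation and fry each gave 0 pairs in place of 36, and leaving out the enzymes gave 32.

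Differences of shares reversed under few settings with all mice. For EEC-Progenitor cells edgeR on cell counts gave 0.22, and for Epsilon cells the share of all typed cells gave -0.029 and edgeR -0.11, each against a difference near 0. With 1 mouse left out, differences in percentage points ranged from -24.2 to 8.52 for Acinar, -10.1 to 2.28 for Acinar.Prolif, -5.70 to 20.5 for MucinDuctal, -3.16 to 0.461 for Tuft/EEC.Progenitor, -10.7 to 5.01 for Tuft and -2.13 to 1.06 for EEC cells. For subtypes they ranged from -2.30 to 1.73 for ECL, -13.3 to 12.7 for EEC-Progenitor, -7.60 to 8.53 for Epsilon, -1.82 to 7.90 for Ppy+ and -7.59 to 1.49 for MucinDuctalProgenitor. Mean list changes reversed for the Reg family in Ductal-like cells (-1.53 to 0.86) and for the immediate early list in MucinDuctal (-1.47 to 0.043), Ductal-like (-1.26 to 0.17) and EEC cells (-0.65 to 0.14).

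With enzymes left out of the library size, log2 ratios to acinar cells became 3.46 for SPEM, 2.66 for ductal, 3.46 for pit-type genes and -5.55 for enzymes in MucinDuctal cells, and 2.07 for ductal genes and -1.80 for enzymes in Acinar/MucinDuctal cells. No direction changed, and the shift follows from the smaller library of acinar cells. Over all results, 182 of the values under alternatives with all mice kept their side and direction, 32 moved, 19 became stronger, 31 weaker and 3 reversed. With 1 mouse left out these numbers were 166, 27, 18, 10 and 19.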

Other observations

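The tests in this part were chosen only after the result was seen, apart from the comparison of Acinar/MucinDuctal cells with Tuft cells before thinning and the comparison of doublet scores in Ghrl-rich cells.

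Acinar/MucinDuctal cells held acinar enzymes together with SPEM genes. Free RNA at the level of Tuft cells is argued against as the only source, since their median enzyme UMIs per cell were at least 3.41 times those of Tuft cells of the same mouse. Against MucinDuctal cells, whose enzymes may be background, the medians were 668, 2097, 519 and 703.5 against 400, 121, 296 and 198. In the deposited cluster of 928 cells they were 513, 1587, 298.5 and 335. Free RNA at the level of MucinDuctal cells thus stays open for that cluster in 4-week mouse 1. Doublets of an acinar and a mucin/ductal cell are argued against in 3 mice, where the median UMI count was at most 0.232 of that of the shallower type. High doublet scores were nevertheless more frequent there than in Acinar and MucinDuctal cells of the same mice (10.96%, 16.3% and 10.7% against at most 5.39%), so single doublets among these cells stay open. In 2-week mouse 2 that ratio was 0.897 and 18.8% of the cells had high doublet scores, so doublets cannot be told apart there from cells that hold both programs. A further candidate explanation is that acinar and mucin/ductal cells of low RNA content were joined under one name, with free RNA on top. It was tested in 3 ways, and all 3 are given. In the planned test, the share of cells above the 95th percentile of Tuft cells in both lists was 23.6% in the lowest mouse and 65.2% in the highest, which left the explanation open. Plain Acinar cells passed these limits in 75.2%, 79.9%, 49.3% and 56.4%, at greater depth. A version thinned to 1500 UMIs, added after that result had been seen, gave 77.2%, 92.5%, 79.6% and 91.4%. Plain Acinar cells also passed that limit in 61.9% and 58.1% of cells in the 2-week mice, against 16.7% and 12.1% at 4 weeks. The last version, added after both, used T, NK and B cell-like cells as background, which were of similar depth to the type except in 2-week mouse 2, and gave 57.8%, 83.2%, 66.1% and 60.2%. There plain Acinar cells passed in 51.6%, 35.0%, 4.38% and 1.19%, and MucinDuctal cells in at most 8.58%. In 2-week mouse 1 the type and plain Acinar cells thus differed little (57.8% against 51.6%, ranging over the 20 draws from 55.7% to 59.5% and from 41.6% to 54.6%). Since most plain Acinar cells passed as well, low-RNA cells joined under one name cannot be told apart there from cells that hold both programs. In the 4-week mice the lower share was 60.2% and at most 4.38% of plain Acinar cells passed. These Acinar cells were deeper (median 27905.5 and 32664.5 UMIs, against 2659 and 3555), so thinning diluted free RNA more in them. They cannot show how an acinar cell of low RNA content would score. Only the share above the limits of the immune cells bears on the question. That share argues there against low-RNA cells with free RNA at the level of these immune cells. The comparison was split by mouse after its values had been seen. In 2-week mouse 2 the comparison is not one of like depth, with a median of 19556 UMIs in the type, and is not used. Free RNA above that level stays open in each mouse. The type was also uneven, with 35.5% of UMIs from enzymes and 2.24% from SPEM genes in 1 of its deposited clusters (968 cells), 12.1% and 7.20% in another (928 cells) and 11.04% and 0.648% in the last (59 cells). Loss of RNA that spares some transcripts was not tested.

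Among Acinar/MucinDuctal cells, 79 of 1955 had over 1% of their UMIs from Ghrl (3, 18, 24 and 34 cells per mouse). Doublets with an EEC cell cannot be told apart from other sources by doublet scores, which were high in 13.9% of these cells and in 12.9% of the others (Fisher's exact test, p 0.734, over cells). Their median of 2387 UMIs was below the 3798.5 of the other cells of the type and the 12560 of EEC cells. That depth comparison was made after the scores had been seen and was not used for the verdict, though it speaks against a doublet of 2 intact cells.

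In Acinar cells the 2-week mice differed from each other slightly more than mice of different time points did. The median absolute log2 difference over genes was 0.341 between them and 0.218 to 0.331 between the time points. In the other 6 types the value did not exceed the range between the time points. Sex is argued against, since both held Xist and the 4 Y-linked genes summed to 1 UMI over both. The summed Acinar cells held 50108195 and 17356714 UMIs. Depth as the whole source is argued against, since the value was 0.347 after 1 thinning to equal totals, against 0.244 to 0.339 between the time points, though that margin is small. At equal totals the value also exceeded that range in Acinar.Prolif cells (0.308 against 0.271 to 0.300) and Acinar/MucinDuctal cells (0.318 against 0.274 to 0.303), and not in the other 4 types. The immediate early list was highest in 2-week mouse 2 in 7 of 7 deposited types with values in 4 mice, and in 3 of 4 classes of cells without a type, B cell-like cells being the exception. Handling of the whole sample may therefore be a source of that list's difference. Injury that varied between mice stays open and was not tested.

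4-week mouse 2 held Y-linked transcripts (Ddx3y 2468 UMIs, Eif2s3y 3518 UMIs), against 1 Y-linked UMI over the other 3 mice, and held 22 Xist UMIs, against 43575 to 113175 in the others. Sex is not in the labels, and the 4-week mice thus differ in this respect.

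4930481A15Rik was higher at 4 weeks in 6 of 7 types at an unadjusted p under 0.001, which argues against a change in the mix of cells. Zfp990 had 153 and 356 UMIs in typed cells at 2 weeks and 0 and 0 at 4 weeks, and 1 UMI in the cells without a type of both 4-week mice against 43 and 34 at 2 weeks. Alleles carried by single mice of an outbred stock may give such a pattern, but with 2 mice per time point they cannot be told apart from an effect of time in every cell.

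The Reg family was lower at 4 weeks in MucinDuctal and EEC cells. Free RNA from acinar cells as the source of the fall is argued against by immune and stromal classes, of which 0 of 4 had both 4-week mice below both 2-week mice. It was not tested as the source of the level itself. In EEC cells at 4 weeks that level was near that of B cell-like cells in UMIs per cell. A change with time stays open, as does the difference between single mice. The SPEM list was higher at 4 weeks in Tuft and EEC cells, and in 4 of 4 immune and stromal classes too, so free RNA from mucin/ductal cells is a candidate explanation for the rise in CPM. It was not tested as the source of the level itself, which in UMIs per cell was above that of B cell-like cells. C1qb and other macrophage genes were higher at 4 weeks in Acinar/MucinDuctal cells in CPM for 5 of 6 macrophage markers, but in UMIs per cell for only 1 of 6, C1qb itself. RNA of macrophages counted in cells of unequal depth is a candidate explanation for 2-week mouse 2 only (median 19556 UMIs). In 2-week mouse 1 the median of 3387 UMIs was near that of the 4-week mice (2659 and 3555). Its UMIs per cell were nevertheless below both for C1qa (0.163 against 0.318 and 0.300). The same held for Lyz2, C1qb and Cd68, but not for Csf1r and Adgre1. Unequal depth alone does not account for that difference, which rests on 1 mouse at 2 weeks.

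In ECL cells 30572 of 30592 Ins2 UMIs came from 1 cell of 2-week mouse 2, which held 74149 UMIs.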
